A study of Mus musculus with 3 samples.

How the data were processed

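Single-cell RNA sequencing measured gene expression in the distal colon and anus of C57Bl/6 mice. Per the labels, tissue was pooled from 5 mice per day, digested with trypsin, depleted of dead cells, made into 10x Chromium 3' libraries and sequenced on an Illumina HiSeq instrument. There were 3 libraries, 1 for each of day 0 (untreated mice), day 7 and day 42 (mice given 3% dextran sulfate sodium, DSS, a chemical that injures the gut lining, in drinking water for 6 days). The values the authors deposited were whole-number counts per gene and cell, with no normalization, for 31053 genes and 37080 cells. That a count is a unique molecular identifier (UMI), and so 1 captured molecule, follows from the 3' chemistry in the labels' protocol. The deposited cell table gave for each cell its day, 1 of 29 cluster numbers and 1 of 14 cell type names, and each cluster number had 1 name. The authors' size factor column is a ratio: each cell's total count divided by it gave the same number, 5283.43, which is the geometric mean of all cell totals, and this shows that the cell table follows the order of the matrix. The aligner, genome build, annotation release, filter on cells, method of cell typing and sex of the mice were not stated in the labels or file headers.

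The 14 names were gathered into classes before expression was compared. Keratinocytes formed the squamous class, and colonocytes, secretory colonocytes and enteroendocrine cells (EEC) formed the columnar class. Of the gene identifiers, 30934 (99.6%) were found in GENCODE M21 (GRCm38), 30468 of them with the same symbol. That annotation is not known to be the authors' own, and coordinates are given from it.

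With 1 pooled library per day no test between days was possible, so no p-value or standard error was computed, and no count of changed genes is given as a result. Shares of cells were given with exact Clopper-Pearson 95% intervals and summed UMIs with exact Poisson 95% intervals. These intervals cover counting error only, not variation between mice. For a gene with no UMI a floor of 3 counts was used. Expression in a class was the UMIs summed over its cells, as counts per 1e6 UMIs of that class and library (CPM), and days were compared as the log2 ratio with 10 CPM added to both. Classes with at least 50 cells in both libraries were compared. The named genes were chosen by a rule set before the data were examined: for the squamous and columnar classes and for day 7 and day 42 each against day 0, the 5 highest and the 5 lowest log2 ratios among genes with at least 100 CPM in either library, leaving out mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, Xist and Y-linked genes, with 18 further genes fixed by name and the members of the lists below.

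Gene lists set before the data were examined covered proliferation, interferon response, MHC class II, antimicrobial and inflammatory genes, wound and regeneration, squamous differentiation, the transition zone, colonocyte function, hair follicle and sebaceous genes, and dissociation stress. A list's median log2 ratio was taken over its genes with at least 5 CPM in either library, given at least 5 such genes, and its percentile was read among 10000 random lists of the same size matched on mean expression in 20 bins. The lists overlap in some genes, and their genes are not independent replicates. Simulated counts drawn from the class means with 200 genes changed were used as a test. Over the 3 comparisons in each epithelial class, between 94% and 100% of the changed genes lay within 0.1 of the expected log2 ratio of CPM. That expected ratio already held the shift in scale that the planted changes cause. The test therefore checks the calculation and not the recovery of the planted ratios. Unchanged genes were shifted under CPM by the planted changes, to a size that need not be that in the data. Their median log2 ratios at day 7 and day 42 against day 0 were -0.15 and -0.20 in squamous and -0.18 and -0.11 in columnar cells. With median-of-ratios size factors the medians of the same comparisons lay between -0.010 and 0.0043.

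Alternatives set before the data were examined were a filter on cells (at least 1000 UMIs, 500 genes and at most 20% mitochondrial UMIs), removal of doublets with Scrublet per library, clusters rebuilt with the Leiden method (2000 variable genes, 30 principal components, 15 neighbours) at resolutions 0.5 and 2, a call of squamous cells by keratin UMIs, median-of-ratios size factors, totals without mitochondrial and ribosomal protein genes, the mean of CPM per cell, a pseudocount of 1 CPM, thinning of each cell to 1000 UMIs, all list members and epithelial cells alone. Other alternatives, chosen after seeing the data, left out the 10 cells with most UMIs of a gene, gave equal weight to the authors' clusters with at least 50 cells in both libraries, left out clusters 12 or 22, left out S100a8 and S100a9 from their list, kept cells of at least 1000 UMIs unthinned, or left out the 5% of cells with the highest Scrublet score. The last was added because Scrublet's own threshold marked 0 cells at day 7. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Raw reads were not used here.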

Results

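The anorectal junction, where the columnar lining of the colon meets the squamous lining of the anus, was profiled before, during and after acute colitis. There was 1 library per day, each a pool of 5 mice, and no replicates. The day 0 library held 11037 cells and 89241138 UMIs, the day 7 library 14376 cells and 151886649 UMIs, and the day 42 library 11667 cells and 72258639 UMIs. Median UMIs per cell were 5995, 6217.5 and 5708. More than 20% of UMIs were mitochondrial in 32.1% of cells at day 0, 14.9% at day 7 and 12.97% at day 42.

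The first comparison asked how the cell classes differed in share between the days. Squamous cells were 30.04% of all cells at day 0 (95% interval 29.2 to 30.9), 62.8% at day 7 (62.1 to 63.6) and 68.3% at day 42 (67.5 to 69.2). Columnar cells were 39.0% (38.1 to 39.9), 7.39% (6.96 to 7.83) and 14.4% (13.77 to 15.05). The rebuilt clusters at resolution 0.5 moved the squamous share most, to 43.4% at day 7. They left clusters without a name that held 18.4% of cells at day 0 and 18.2% at day 7. An unnamed cluster of 4005 cells matched the squamous basal markers best, so part of the lower share can come from the naming. Of the epithelial cells, 43.5% were squamous at day 0 (42.4 to 44.6), 89.5% at day 7 (88.9 to 90.1) and 82.6% at day 42 (81.8 to 83.3). The filter on cells raised the day 0 share of squamous among epithelial cells to 55.1%. Fibroblasts were 13.01% of cells at day 0 (12.4 to 13.7), 2.20% at day 7 (1.96 to 2.45) and 1.90% at day 42 (1.66 to 2.17). Shares of 1 library add up to its total, so a rise in a class lowers the others.

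**Figure D1:**
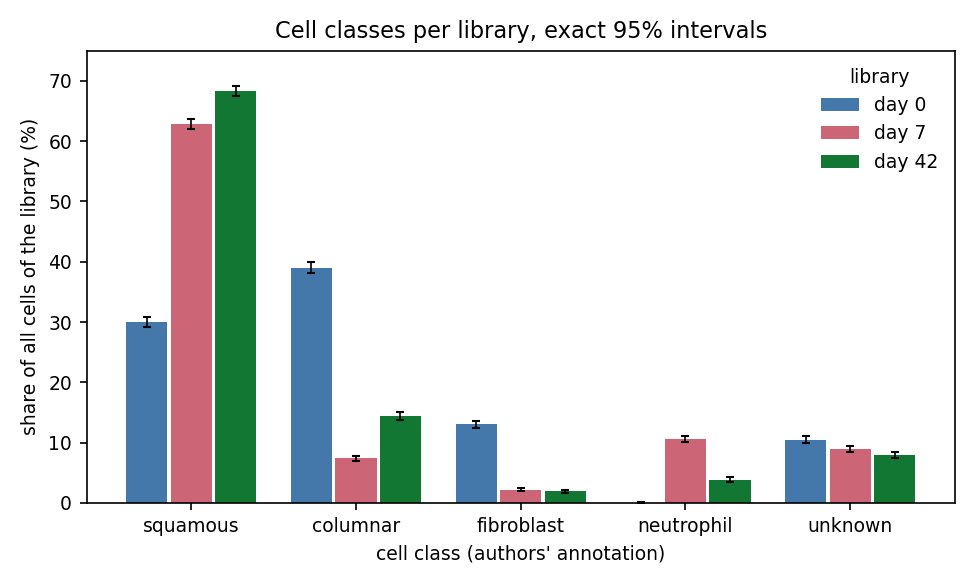
Share of all cells of each library (percent, vertical axis) in 5 cell classes of the authors' annotation at day 0, day 7 and day 42, with exact 95% binomial intervals as error bars. Squamous cells went from 30.04% at day 0 to 62.8% at day 7 and 68.3% at day 42.

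Neutrophils were 5 of 11037 cells at day 0, or 0.0453% (0.0147 to 0.106). They were 10.5% of cells at day 7 (10.03 to 11.04) and 3.84% at day 42 (3.50 to 4.20). Their median UMIs per cell were 890, 2585 and 662, and the filter on cells lowered the day 42 share to 0.158%. Cells that the authors named unknown were 10.5% at day 0, 8.97% at day 7 and 7.92% at day 42, and 89.3% of UMIs in the median unknown cell at day 0 were mitochondrial. Secretory cells were 11.1% of columnar cells at day 0 (10.2 to 12.1), 3.30% at day 7 (2.31 to 4.55) and 10.7% at day 42 (9.22 to 12.2).

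Within the classes, the mix of the authors' clusters differed between the days. Squamous clusters 1 and 5 together held 16.0% of squamous cells at day 0 (14.8 to 17.3), 8.02% at day 7 (7.47 to 8.60) and 65.2% at day 42 (64.1 to 66.2). Cluster 3, led by the cell division genes Ube2c and Birc5, held 8.11%, 21.9% and 12.2%. Columnar cluster 7, led by Stmn1 and holding Mki67 among its leading genes, had 1809 cells at day 0, 33 at day 7 and 412 at day 42. Columnar cluster 22 had 4, 279 and 5 cells, and S100a9 and S100a8 led it. At day 7, cluster 2 was the only columnar cluster with at least 50 cells at both day 7 and day 0.

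In the squamous class at day 7 against day 0, the genes with the highest log2 ratios were S100a8 (5.42), S100a9 (4.87), Cxcl5 (4.68), Stmn2 (4.35) and Retnlg (3.80). Giving equal weight to the clusters moved single genes most among all alternatives, by a median of 0.61 on the log2 scale. S100a8, S100a9 and Retnlg in this class at day 7 lay below the median of the other classes compared (fibroblasts, endothelial cells, T cells and, where at least 50 were present, neutrophils), with 597 CPM against 1487 for S100a8. The lowest log2 ratios were those of Jchain (-3.81), Krt77 (-3.72), Psca (-2.13), Krt25 (-2.05) and Ifi27l2a (-1.94). A few cells held most UMIs of some of these: the 10 cells with most held 99.9% of the day 0 UMIs of Jchain, 99.9% of those of Krt25, 72.3% of those of Krt77 and 61.8% of those of Psca. Without the 10 cells with most UMIs in each library, the log2 ratio of Krt25 was 0.55, the opposite sign.

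In the squamous class at day 42 against day 0, the highest log2 ratios were those of Stmn2 (5.13), Cxcl5 (5.00), Tm4sf1 (3.95), Calcb (3.81) and Nupr1 (3.78). Stmn2 (ENSMUSG00000027500; GRCm38 chromosome 3, 8509360 to 8561606) had 1.65 CPM at day 0 (1.24 to 2.14), 227 at day 7 (224 to 229) and 398 at day 42 (393 to 403). Calcb (ENSMUSG00000030666; chromosome 7, 114718643 to 114723365) had 87.7 CPM, 408 and 1356, and 1.62% of its day 42 UMIs lay in the 10 cells with most. The lowest log2 ratios were those of Krt71 (-3.69), Krt25 (-3.63), Scd1 (-2.93), Krt77 (-2.84) and Krt79 (-2.70), and 10 cells held 99.8% of the day 0 UMIs of Krt71. Scd1 is among the leading genes of cluster 13, which went from 6.57% to 1.33% of squamous cells. Krt79 is among those of cluster 8, which went from 23.6% to 4.57%. The class totals of Scd1 and Krt79 cannot tell lower expression apart from fewer such cells. Psca, lower at day 7, was higher at day 42 by 1.75, but fell by 0.71 with equal weight to the clusters.

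In the columnar class at day 7 against day 0, the median log2 ratio of all genes was -0.15, and single ratios are read against that shift. The highest were those of S100a9 (6.81), S100a8 (6.34), Clca4b (5.98), Retnlg (4.53) and Slpi (4.12). Clca4b (ENSMUSG00000074195; chromosome 3, 144910921 to 144932529) rose from 4.69 CPM (4.07 to 5.38) to 917 (897 to 937), where the highest other class had 66.7. For Slpi, 10 cells held 67.5% of the day 7 UMIs. S100a8, S100a9 and Retnlg again lay below the median of the other classes. The lowest were those of Reg4 (-3.82), Ttr (-3.61), Mptx1 (-3.36), Pcdh17 (-2.46) and Rasd1 (-2.43). Reg4 and Mptx1 are among the leading genes of cluster 15, which went from 11.1% to 3.30% of columnar cells. Ttr is among those of cluster 7 against all other cells, and that cluster went from 42.0% to 3.11%. For these genes the class totals cannot tell lower expression apart from fewer such cells.

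In the columnar class at day 42 against day 0, the highest log2 ratios were those of Ang4 (4.33), Retnlb (4.07), Calcb (2.83), 2010109I03Rik (2.71) and Krt6a (2.42). Ang4 (ENSMUSG00000060615; chromosome 14, 51763878 to 51773590) had 1.41 CPM at day 0 (1.08 to 1.81), no UMI at day 7 and 220 CPM at day 42 (211 to 229), so its day 42 level was at least 652-fold higher than that of day 7, and 10 cells held 54.0% of its day 42 UMIs. Calcb had 115 CPM in columnar cells at day 42, below the median of 147 in the other classes, and Krt6a had 300.3 CPM against a median of 444. The lowest were those of Cst6 (-3.19), Gcg (-2.17), Pcdh17 (-2.10), Krt1 (-1.39) and Defb45 (-1.28). Gcg is among the leading genes of cluster 24, which went from 1.81% to 0.714% of columnar cells. Its fall in the class totals cannot be told apart from fewer such cells. Of the Cst6 UMIs at day 0, 80.4% lay in 10 cells, and both Cst6 and Krt1 were below the median of the other classes at day 0.

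Krt7 (ENSMUSG00000023039; chromosome 15, 101411043 to 101430313), a keratin on the fixed transition zone list, had 208 CPM in the squamous class at day 0 (203 to 212), 340 at day 7 (336 to 343) and 1204 at day 42 (1195 to 1213). Its log2 ratio against day 0 was 0.68 at day 7 and 2.48 at day 42. With equal weight to the clusters these were -0.022 and 0.68, so the day 7 direction did not hold under that weighting. Cluster 5 had 2322 CPM, 2213 and 2266 on the 3 days, and cluster 1 had 316, 160 and 980. A Krt7 UMI was found in 34.9%, 42.8% and 73.3% of squamous cells, whose median depths were 9168, 11481 and 6542 UMIs. In T cells, which should lack the gene, the shares were 1.83%, 5.93% and 4.96%, at median depths of 2064, 2260 and 1393. With each cell thinned to 1000 UMIs the squamous shares were 10.1% (9.08 to 11.2), 15.2% (14.5 to 16.0) and 44.5% (43.4 to 45.7), leaving out 34, 468 and 91 cells. The thinned T cell shares were 0%, 2.78% and 5.56%, leaving out 24, 10 and 31 cells. The count of 0 at day 0, among 195 T cells kept, allows a share of up to 1.87% by the exact interval.

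Ly6a (ENSMUSG00000075602; chromosome 15, 74994877 to 74998031), a gene on the fixed wound and regeneration list, had 90.7 CPM in the columnar class at day 0 (87.9 to 93.5), 1702 at day 7 (1675 to 1729) and 468 at day 42 (455 to 481). Its log2 ratio against day 0 was 4.09 at day 7 and 2.25 at day 42. Equal weight to the clusters lowered these to 3.19 and 1.91. A Ly6a UMI was found in 35.3%, 85.3% and 63.8% of columnar cells, at median depths of 8916.5, 4017 and 5951.5 UMIs. With each cell thinned to 1000 UMIs the shares were 8.20%, 63.4% and 34.3%, leaving out 49, 33 and 144 cells. No class was known to lack Ly6a. Among T cells, the class with the lowest share of the 5 compared, the thinned shares were 7.69%, 19.4% and 15.6%, and the shares before thinning were 15.5%, 32.2% and 26.4% at median depths of 2064, 2260 and 1393. Fibroblasts and endothelial cells held more Ly6a than columnar cells at day 0, with 884 and 745 CPM.

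**Figure D2:**
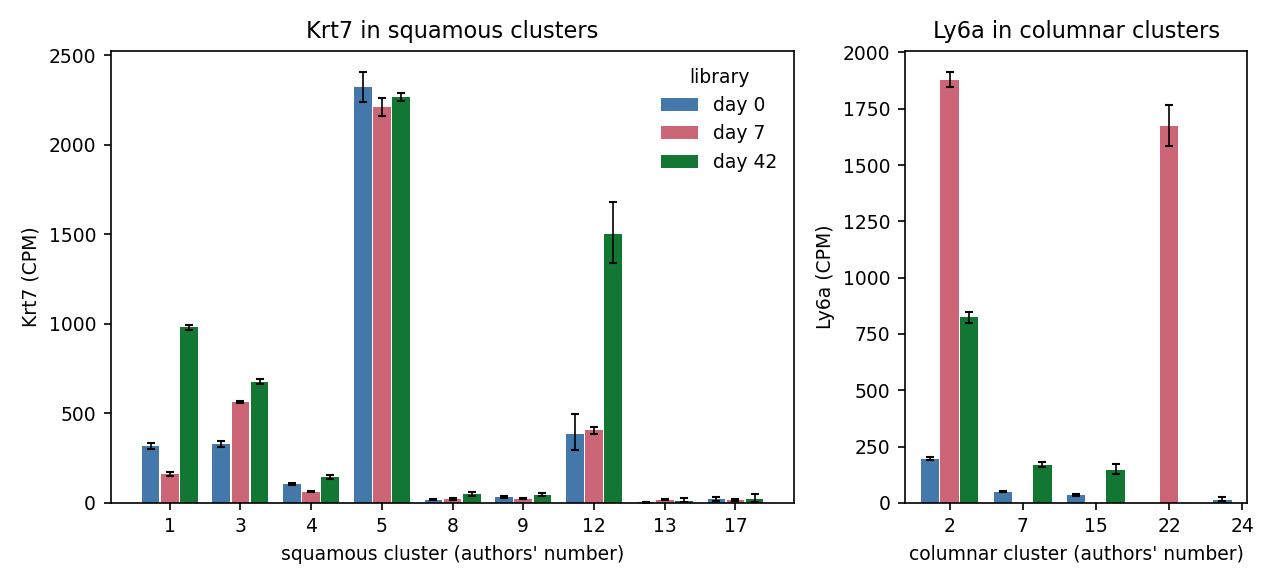
Krt7 in squamous clusters and Ly6a in columnar clusters (CPM, vertical axes) per library, for clusters of at least 50 cells in that library, with exact 95% Poisson intervals as error bars. Krt7 in cluster 5 stayed between 2213 and 2322 CPM, while Ly6a in cluster 2 rose from 197 CPM at day 0 to 1879 at day 7.

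Among the other fixed genes in the squamous class, Krt14 was higher than at day 0 by 1.05 at day 7 and 1.62 at day 42 on the log2 scale, Krt5 by 0.46 and 0.93, and Krt6a by 1.56 and 2.34. Krt17 was higher by 0.93 at day 7 and fell by 0.53 at day 42. Trp63 fell by 0.63 at both days. Krt19 fell by 0.84 at day 7 and rose by 2.09 at day 42, where equal cluster weight gave -0.19. Krt8 fell by 1.14 at day 7, but the mean of CPM per cell gave 0.40 and thinned cells 0.074. Sox2 changed by -0.21 and 0.68, Mki67 by -0.09 (0.050 with size factors) and -0.44, Lcn2 by 1.71 and -1.81, and Ly6a by 1.27 and 1.43. Lgr5 and Car1 had at most 10.9 CPM in squamous cells on each day. In the columnar class Car1 rose by 1.62 and 0.64, Krt8 by 0.31 and 0.17, Krt19 by 0.60 and 0.29, and Lcn2 changed by 2.89 and -0.21. Krt14 rose there by 2.11 and 2.05, Krt5 by 1.84 and 1.57, Krt17 by 1.35 and 0.24, and Trp63 by 0.71 and 0.33. Columnar Krt14 had 1203 CPM at day 7, with 5421 in cluster 22, and 1155 at day 42, where fibroblasts had 888 and 2440. Transcripts from squamous cells were not excluded for these 4 genes. Mki67 fell by 0.92 in columnar cells at day 7, while cluster 2 alone gave 0.68. Lgr5 in columnar cells had 7.31 CPM at day 0, no UMI at day 7, at least 21.7-fold lower, and 1.25 CPM at day 42. Reg3b had no UMI in either class, and Reg3g had at most 1.34 CPM.

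The gene lists described whole programmes within each class. In squamous cells at day 7 against day 0, list medians were 0.62 for proliferation (percentile 100 among random lists), -0.57 for interferon response (0.05), 1.50 for antimicrobial and inflammatory genes (100), 0.85 for wound and regeneration (100), -0.84 for squamous differentiation (0), 0.42 for transition zone (99.0), -0.23 for colonocyte function (16.2), -0.14 for hair follicle and sebaceous genes (7.99) and 0.07 for dissociation stress (20.2). At day 42 against day 0 they were, in the same order, 0.08 (78.1), 0.32 (99.9), 1.07 (100), 1.60 (100), -1.23 (0), 1.21 (100), -0.29 (10.2), -0.53 (0.02) and 0.52 (99.9). The MHC class II list had too few genes in squamous cells. Equal weight to the clusters moved list medians most, with a median change of 0.31, took the transition zone medians to -0.12 at day 7 and -0.0037 at day 42, the hair follicle median at day 42 to 0.11, the colonocyte median at day 7 to 0.15 and the proliferation median at day 42 to -0.040, each of the opposite sign. The mean of CPM per cell also turned the sign at day 7 for colonocyte function (0.46) and dissociation stress (-0.0013).

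In columnar cells at day 7 against day 0, list medians were -0.66 for proliferation (0), 1.07 for interferon response (100), 0.78 for MHC class II (99.9), 2.45 for antimicrobial and inflammatory genes (100), 0.96 for wound and regeneration (100), 0.60 for squamous differentiation (99.9), 0.47 for transition zone (97.6), 1.03 for colonocyte function (100), 0.10 for hair follicle and sebaceous genes (79.7) and -0.28 for dissociation stress (7.15). At day 42 against day 0 they were, in that order, -0.11 (4.99), 0.71 (100), 1.13 (100), 0.81 (100), 0.87 (100), -0.59 (0), 0.21 (95.2), 0.56 (100), -0.01 (59.3) and -0.15 (0.84). In cluster 2 alone the proliferation median at day 7 was 0.40, the opposite direction, and with equal cluster weight it was 0.34 at day 42. The hair follicle median turned to -0.040 at day 7 without cluster 22 and to 0.074 at day 42 with size factors. The wound and regeneration list holds Krt6a, Krt16 and Krt17. Transcripts from squamous cells may add to its columnar medians, and how much was not tested.

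Between day 42 and day 7, the proliferation median was -0.57 in squamous cells and 0.57 in columnar cells, and cluster 2 alone gave -0.35 for the latter. The antimicrobial and inflammatory median was -1.40 in squamous and -1.31 in columnar cells, the interferon median 0.50 and -0.45, and the wound and regeneration median 0.60 and -0.40.

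**Figure D3:**
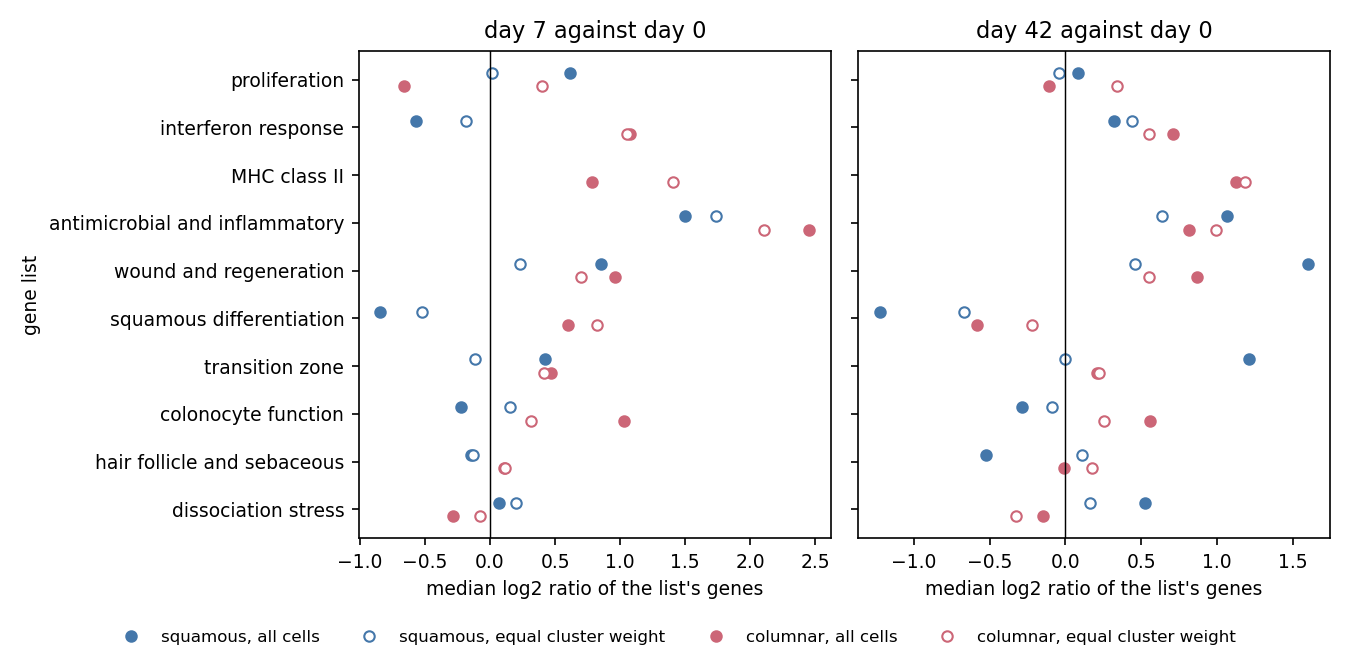
Median log2 ratio of each gene list (horizontal axis) in squamous and columnar cells at day 7 and at day 42 against day 0, over all cells of the class (filled) or with equal weight to the authors' clusters (open). The squamous transition zone median at day 42 was 1.21 over all cells and -0.0037 with equal cluster weight.

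Sex-linked transcripts were used to ask whether the pools differed in the sex of the mice. Xist had 21, 19 and 13 UMIs at day 0, day 7 and day 42. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d together had 159 CPM at day 0 (156 to 162), 121 at day 7 (119 to 123) and 127 at day 42 (124 to 130). In squamous and columnar cells alone the Y-linked value at day 0 was 155. Xist was almost absent in each library, with 0.235, 0.125 and 0.180 CPM, while Y-linked genes were present. No pool therefore gave a sign of female mice, and the differences in Y-linked CPM are not read as differences in sex.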

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

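The tests of the cluster mix behind the proliferation values, including those of cluster shares and profiles in columnar cells, and of haemoglobin UMIs per T cell were chosen only after the result was seen. No difference between the squamous and the columnar class was itself tested, since each day had 1 library.

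The proliferation list moved in opposite directions in the 2 classes at day 7 against day 0, with a median log2 ratio of 0.62 in squamous and -0.66 in columnar cells, a difference of 1.28. Between day 42 and day 7 the difference was -1.14, with -0.57 and 0.57. If another mix of the authors' clusters were the cause, equal weight to the clusters would bring the median near 0. In squamous cells it gave 0.014 at day 7 against day 0 and -0.061 at day 42 against day 7, which by the limits written for the test meets what a changed mix needs. In columnar cells the same weighting rested on cluster 2 alone and gave 0.40 and -0.35, which by those limits left the mix undecided. For columnar clusters 2, 7, 15 and 24 together the median was -0.78 at day 7 against day 0. The day 7 shares with day 0 profiles gave -1.18, and the day 7 profiles with day 0 shares gave 0.63. For day 42 against day 7 the median was 0.68, with 0.93 from the shares and -0.29 from the profiles. By the limits written for these tests, the values meet what fewer dividing cells at day 7 and more at day 42 need. None of these tests decides, however: 6 genes of the list are among the leading genes of the squamous clusters and 2, Mki67 and Ube2c, among those of the columnar clusters. A cell that lowers such genes can leave its cluster, so part of the change can go to the shares by construction. How large that part is was not tested in either class. Departing from the written limits, and after the values were seen, the mix of clusters is therefore left open in both classes: it cannot be told apart from a change in division within cells. The day 7 profiles of clusters 7, 15 and 24 also rest on only 33, 35 and 12 cells, and cluster 22 was left out. An effect of colitis on cell division stays open and untested.

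The interferon response list had a median of -0.57 in squamous and 1.07 in columnar cells at day 7 against day 0, a difference of -1.64. These rest on 7 of the 15 listed genes in squamous and 15 in columnar cells. Over the 7 genes used in both classes the medians were -0.57 and 0.83, and over all list members the squamous median was -0.16. Equal cluster weight took the squamous median to -0.18, in line with another mix of clusters there. The columnar median stayed at 1.05 in cluster 2, which argues against the mix. Free RNA spread evenly over droplets is also argued against: for 12 of the 15 list genes, the rise in columnar UMIs per cell was larger than the lowest level among 5 other classes. Unevenly spread RNA from other cells and a response of columnar cells to colitis both stay open.

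The squamous differentiation list had a median of -0.84 in squamous and 0.60 in columnar cells at day 7 against day 0, a difference of -1.44. These rest on 16 listed genes in squamous and 10 in columnar cells. Over the 10 genes used in both classes the medians were -0.88 and 0.60, and over all list members the columnar median was 0.11. With equal cluster weight the squamous median was -0.52, just past the size of 0.5 set as the limit. By that limit the mix of clusters is argued against as the whole cause, but only narrowly. Size factors moved the unweighted median by more than this margin, and the weighted median was not recomputed with them. The verdict could therefore turn with the scaling. In columnar cells, 6 of the 10 list genes had no more CPM at day 7 than the highest of fibroblasts, endothelial cells and T cells. That is consistent with free RNA from squamous cells in the columnar class, for a bare majority of the genes.

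Haemoglobin transcripts, which the comparisons of named genes left out, reached 797 CPM in squamous cells (792 to 802) and 864 CPM in columnar cells (844 to 883) at day 7, above 159 and 93.7 at day 0. If free RNA from red cells were the cause, fibroblasts and endothelial cells would hold no less. The 2 classes pointed apart: fibroblasts held 2.00 times and endothelial cells 0.346 times the columnar level. T cells held 66.3 CPM, and their 0.186 UMIs per cell (0.117 to 0.282) were 0.0165 times the 11.3 per squamous cell and 0.0257 times the 7.24 per columnar cell. Free RNA spread evenly over droplets is therefore argued against. Cluster 12 held 26.8% of the squamous haemoglobin UMIs and cluster 22 held 56.8% of the columnar ones. Unevenly spread free RNA cannot be told apart from red cells captured together with other cells, which were not tested. The fibroblast level was also high at day 0, with 537 CPM, and was higher at day 42 (2144 CPM) than at day 7 (1725 CPM). At day 42 squamous and columnar cells held 70.6 and 76.3 CPM, so the fibroblast level did not follow theirs. No biological explanation was tested.

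Igkc, an immunoglobulin gene outside the naming rule, reached 288 CPM in the columnar class at day 42 (278 to 298), against 1.80 at day 0 and no UMI at day 7. A candidate explanation is plasma cells filed in the epithelial classes. In columnar cells at day 42, 1 cell held 98.9% of the Igkc UMIs and also carried Jchain, Igha or Mzb1. In squamous cells, 6 cells held 99.8% at day 0 and 6 cells held 99.4% at day 42, all in cluster 13. At day 0 in columnar cells the cells with at least 10 Igkc UMIs held only 13.9% of 79 UMIs, so the explanation is argued against for that low level, which is left unexplained. Whether the cells are single plasma cells or doublets was not tested.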

How the results depend on the processing

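The alternatives that gave equal weight to the clusters, left out clusters 12 or 22, left out S100a8 and S100a9, left out the 10 cells with most UMIs of a gene or the 5% of cells with the highest Scrublet score, and the unthinned cells of at least 1000 UMIs were chosen after seeing the data. No paired analysis was possible because each day had 1 pooled library. Scrublet's own threshold marked 436 cells at day 0, 0 at day 7 and 292 at day 42, so its removal gave no value for a comparison with day 7. For each change given here the cause was not tested.

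The filter on cells gave squamous shares of 40.8%, 71.5% and 81.5% at day 0, day 7 and day 42, columnar shares of 33.2%, 6.79% and 12.9%, neutrophil shares of 0%, 11.9% and 0.158%, a fibroblast share of 16.9% at day 0, and squamous shares of epithelial cells of 55.1%, 91.3% and 86.4%. Clusters rebuilt at resolution 0.5 gave squamous shares of 21.2%, 43.4% and 59.6%, a columnar share of 6.30% at day 7, and fibroblast shares of 13.8% at day 0 and 2.67% at day 7. Clusters rebuilt at resolution 2 gave squamous shares of 31.7% at day 0 and 54.7% at day 7, a columnar share of 6.31% at day 7, neutrophil shares of 13.9% at day 7 and 4.56% at day 42, and fibroblast shares of 13.8% at day 0 and 2.72% at day 7. Without cells marked by Scrublet the day 0 columnar share was 38.1% and the squamous share of epithelial cells 44.8%, and without the 5% with the highest score these were 38.0% and 44.9%, with a squamous share of all cells of 31.0%. The call by keratin UMIs gave squamous shares of epithelial cells of 45.1%, 92.0% and 83.6%, and leaving out clusters 12 and 22 gave 90.4% at day 7. In epithelial cells alone the Y-linked value was 155 CPM at day 0 and 117 at day 7. In the settings for which all 3 days are printed here, the squamous share of all cells was lowest at day 0 and the columnar share lowest at day 7.

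Krt7 in squamous cells had log2 ratios at day 7 against day 0 of 0.82 with size factors, 0.62 without mitochondrial and ribosomal protein genes, 0.56 as the mean of CPM per cell, 0.49 thinned, 0.89 without the 10 cells with most UMIs and -0.022 with equal cluster weight. At day 42 against day 0 these were 2.68, 2.39, 2.63, 2.62, 2.75 and 0.68, and 2.53 with a pseudocount of 1 CPM. Ly6a in columnar cells had at day 7 against day 0 values of 4.30 with size factors, 3.97 without mitochondrial and ribosomal protein genes, 3.75 as the mean of CPM per cell, 4.28 after the filter, 3.88 thinned, 4.24 without the 5% with the highest Scrublet score, 4.22 with a pseudocount of 1 CPM and 3.19 with equal cluster weight. At day 42 against day 0 it had 2.44 as the mean of CPM per cell, 2.35 after the filter, 2.40 without cells marked by Scrublet, 2.57 thinned, 2.42 without the 5% with the highest score, 2.36 with a pseudocount of 1 CPM and 1.91 with equal cluster weight.

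Other genes changed direction. In squamous cells at day 42 against day 0, equal cluster weight gave 2.17 for Jchain, -0.71 for Psca, 0.14 for Ifi27l2a and -0.19 for Krt19, and leaving out the 10 cells with most UMIs gave 0.043 for Jchain. At day 7 against day 0, leaving out those cells gave 0.55 for Krt25 and 0.19 for Krt71, equal weight gave 0.10 for Krt79, and Krt8 had 0.40 as the mean of CPM per cell and 0.074 thinned. In columnar cells at day 42 against day 7, Calcb had -0.30 without the 5% with the highest Scrublet score, and 2010109I03Rik had 0.19 as the mean of CPM per cell and 0.094 thinned. In the same comparison Gcg had 0.019 without the 10 cells with most UMIs and 0.0052 with equal cluster weight, which gave -0.52 for Defb45, 0.027 for Krt17 and -0.42 for Mki67. Mki67 had 0.68 in cluster 2 at day 7 against day 0. For columnar comparisons with day 7, equal cluster weight means cluster 2 alone.

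The gene list medians given next are against day 0. With size factors, squamous medians at day 7 were 0.73 (proliferation), 1.60 (antimicrobial), 0.99 (wound), -0.74 (differentiation), 0.53 (transition zone), -0.074 (hair follicle) and 0.20 (stress). With size factors, squamous medians at day 42 were 0.26 (proliferation), 0.45 (interferon), 1.20 (antimicrobial), 1.78 (wound), -1.10 (differentiation), 1.39 (transition zone), -0.40 (hair follicle) and 0.72 (stress). With size factors, columnar medians at day 7 were -0.50 (proliferation), 2.63 (antimicrobial), 1.18 (wound), 0.81 (differentiation), 0.60 (transition zone), 1.18 (colonocyte), 0.29 (hair follicle) and -0.060 (stress). With size factors, columnar medians at day 42 were -0.046 (proliferation), 0.93 (wound), 0.29 (transition zone) and -0.060 (stress). By the mean of CPM per cell, squamous medians at day 7 were 0.50 (proliferation), -0.31 (interferon), 2.09 (antimicrobial), 0.68 (wound), -0.47 (differentiation), 0.46 (transition zone), 0.46 (colonocyte), -0.32 (hair follicle) and -0.0013 (stress). By the mean of CPM per cell, squamous medians at day 42 were 0.23 (interferon), 0.82 (antimicrobial), -0.96 (differentiation), 1.30 (transition zone), -0.82 (hair follicle) and 0.42 (stress). By the mean of CPM per cell, columnar medians at day 7 were -0.21 (proliferation), 0.83 (interferon), 1.0016 (MHC class II), 2.75 (antimicrobial), 1.38 (differentiation), 0.62 (colonocyte), 0.80 (hair follicle) and -0.24 (stress). By the mean of CPM per cell, columnar medians at day 42 were 0.90 (interferon), 1.65 (MHC class II), 0.94 (antimicrobial), -0.44 (differentiation), 0.34 (colonocyte), -0.086 (hair follicle) and -0.077 (stress). With a pseudocount of 1 CPM, squamous medians at day 7 were 0.74 (proliferation), -0.9992 (interferon), 2.75 (antimicrobial), 0.90 (wound), -1.07 (differentiation), 0.46 (transition zone), -0.42 (colonocyte) and -0.27 (hair follicle). With a pseudocount of 1 CPM, squamous medians at day 42 were 0.47 (interferon), 1.48 (antimicrobial), 1.91 (wound), -1.65 (differentiation), 1.37 (transition zone), -0.55 (colonocyte) and -1.15 (hair follicle). With a pseudocount of 1 CPM, columnar medians at day 7 were -0.87 (proliferation), 1.98 (interferon), 1.21 (MHC class II), 3.31 (antimicrobial), 1.31 (wound) and 1.52 (colonocyte). With a pseudocount of 1 CPM, columnar medians at day 42 were 1.23 (interferon), 1.73 (MHC class II), 1.41 (antimicrobial), 0.95 (wound), -1.01 (differentiation) and 0.85 (colonocyte). Over all list members, squamous medians at day 7 were -0.16 (interferon), 1.23 (antimicrobial), 0.72 (wound) and -0.13 (colonocyte). Over all list members, squamous medians at day 42 were 0.16 (interferon), 0.39 (antimicrobial), 1.46 (wound) and -0.16 (colonocyte). Over all list members, columnar medians at day 7 were 0.36 (MHC class II), 1.99 (antimicrobial), 0.86 (wound), 0.11 (differentiation) and 0.69 (colonocyte). Over all list members, columnar medians at day 42 were 0.50 (interferon), 0.64 (MHC class II), 0.21 (antimicrobial), 0.72 (wound), -0.19 (differentiation) and 0.47 (colonocyte). With equal cluster weight, squamous medians at day 7 were 0.014 (proliferation), -0.18 (interferon), 1.74 (antimicrobial), 0.23 (wound), -0.52 (differentiation), -0.12 (transition zone), 0.15 (colonocyte) and 0.20 (stress). With equal cluster weight, squamous medians at day 42 were -0.040 (proliferation), 0.44 (interferon), 0.63 (antimicrobial), 0.46 (wound), -0.67 (differentiation), -0.0037 (transition zone), -0.089 (colonocyte), 0.11 (hair follicle) and 0.17 (stress). With equal cluster weight, columnar medians at day 7 were 0.40 (proliferation), 1.41 (MHC class II), 2.10 (antimicrobial), 0.70 (wound), 0.82 (differentiation), 0.32 (colonocyte) and -0.080 (stress). With equal cluster weight, columnar medians at day 42 were 0.34 (proliferation), 0.55 (interferon), 0.99 (antimicrobial), 0.55 (wound), -0.22 (differentiation), 0.26 (colonocyte), 0.17 (hair follicle) and -0.33 (stress). Without cluster 22, columnar medians at day 7 were -0.78 (proliferation), 0.91 (interferon), 2.07 (antimicrobial), 0.42 (differentiation), 0.35 (transition zone), -0.040 (hair follicle) and -0.25 (stress). Without S100a8 and S100a9, the squamous median at day 7 was 1.27 (antimicrobial). Without S100a8 and S100a9, the squamous median at day 42 was 0.78 (antimicrobial). Without S100a8 and S100a9, the columnar median at day 7 was 1.99 (antimicrobial). Without S100a8 and S100a9, the columnar median at day 42 was 0.65 (antimicrobial). Between day 42 and day 7, equal cluster weight gave -0.35 for proliferation in columnar cells.

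Of 198 single gene values, size factors left 90 within their counting interval and moved 108, while equal cluster weight left 25, moved 162 and turned 11. Changes of direction were counted only among the 151 values of at least 0.5 in size, 0 of which turned with size factors. Below that size, Mki67 in squamous cells at day 7 changed sign with size factors, to 0.050. Removal of cells marked by Scrublet gave 66 of these values and leaving out cluster 22 gave 102. The filter on cells left 148 of the 198 and moved 50. Counting error sets these limits, so small moves in abundant genes also count as moved. Depth limits what the columnar class can show at day 7, where it had 1062 cells.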

Other observations

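The tests of S100a8 and S100a9 within clusters, of S100a8 UMIs per cell, of the cluster mix behind Krt7 and of free RNA behind Krt7 and Ly6a, the test of Lcn2 in the lymphatic class, and the repeat of the squamous clustering over 10 seeds were chosen only after the result was seen.

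S100a8 and S100a9 led the rise in both epithelial classes at day 7. Free RNA from neutrophils would carry all abundant neutrophil genes at one like share. In squamous cells S100a8 stood at 0.667% and S100a9 at 0.648% of the neutrophil level, and 20 other leading neutrophil genes at 0.448% to 0.718%. In columnar cells S100a8 stood at 0.921% and S100a9 at 0.913%, and the same 20 genes at 0.716% to 1.76%. Fibroblasts and endothelial cells held more S100a8 than either epithelial class, with 1255 and 1143 CPM. Evenly spread free RNA is argued against, since S100a8 UMIs per cell in squamous cluster 4 were 15.2 times those in cluster 1, with 1192 and 95.1 CPM. Over the median share of the 20 genes, S100a8 stood in squamous clusters 1, 3, 4, 5, 8, 9, 12, 13 and 17 at 0.769, 0.928, 2.46, 1.10, 1.03, 1.14, 0.959, 1.11 and 0.900, and in columnar clusters 2 and 22 at 1.03 and 1.09. S100a9 stood in the same order at 0.802, 1.09, 1.98, 2.26, 0.888, 1.09, 1.05, 0.837 and 0.882, and at 0.909 and 1.18. The 20 genes shared most of this spread, with medians from 0.138% in cluster 1 to 4.48% in cluster 22. By the limits written for these tests, with S100a8 and S100a9 inside the range of the 20 genes, the values met what free RNA from neutrophils needs. After the uneven UMIs per cell were seen, that reading was withdrawn: unevenly spread free RNA cannot be told apart from neutrophils captured together with other cells, since both bring the same genes. Some S100a8 or S100a9 could also be made in clusters 4 and 5, where the highest of the 20 genes was a single gene far above their median (Wfdc21 at 1.54% and Srgn at 1.97%). S100a9 had 107 CPM in cluster 5 at day 0, when the library held 5 neutrophils. The 20 genes were picked in the same library, as those highest in neutrophils relative to all other cells together.

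Krt7 rose in the squamous class at day 42. One explanation is that the tissue taken at day 42 held fewer skin-type squamous cells, with no change within a cluster. Within cluster 5 the log2 ratio was -0.035 and within cluster 1 it was 1.60 (counting interval 1.50 to 1.70). Of the 9 clusters with 50 cells at both days, Krt7 was higher at day 42 beyond counting error in 5, with 1.02, 0.42, 1.18 and 1.93 in clusters 3, 4, 8 and 12. In clusters 9, 13 and 17 it was 0.33, 0.83 and 0.092, within counting error. The day 42 shares with day 0 profiles gave 2.09 of the 2.47 found for these clusters together, and the day 42 profiles with day 0 shares gave 0.72. By the limits written for the test of shares, 2.09 left open whether another mix of the authors' clusters was the whole cause. The reading against it as the whole cause departs from those limits. It was made after the values were seen and rests on the 5 clusters that rose, and the shares alone gave most of the rise. Fewer skin-type cells cannot be told apart from a rise within cells, since a cluster may itself hold more than 1 kind of cell. Free RNA is argued against as the source of the whole class level, which was 4.15 times the highest of fibroblasts, endothelial cells and T cells. It cannot be excluded in clusters 4 and 8, which are among the 5 that rose, with 146 and 49.2 CPM at day 42. Endothelial cells and fibroblasts held 290 and 152 CPM at day 42, up from 4.74 and 17.6 at day 0. Clusters 1, 3 and 12 lay above both classes at day 42, with 980, 678 and 1503 CPM. An effect of recovery from colitis and a difference in the tissue dissected both stay open.

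Squamous clusters 1 and 5 held mostly day 42 cells. They could have been set apart by the 608 genes that differed between the days, here those with a squamous log2 ratio of at least 1 in size in any of the 3 comparisons of days and at least 10 CPM in either library compared. That set has no error rate, since no test was possible. Clustered again, 63.6% of day 42 squamous cells lay in clusters with at least 75% day 42 cells with all genes, and 31.2% without those genes, so that 49.1% of the share was kept. Over 10 seeds the medians were 53.9% (range 51.5% to 63.6%) with all genes and 41.0% (31.2% to 48.6%) without those genes. Of the median share 76.0% was kept. The first seed gave the highest share with all genes and the lowest without those genes, so its 49.1% pairs the extremes of the 10 seeds. The first seed lay just past the limit that had been set for this cause and the median over seeds just past the one set against it, so the explanation cannot be told apart from a distinct kind of cell at day 42.

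Ly6a rose in the columnar class at day 7. Free RNA is argued against, since the columnar level was 1.91 times that of the highest of 9 other classes, the fibroblasts. Another mix of columnar clusters is argued against as the whole cause, since within cluster 2 the log2 ratio was 3.19. No other cluster had 50 cells at both days. A response to the injury may be the source, as a hypothesis from the same data.

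Lcn2 rose in the lymphatic class from 401 CPM at day 0 to 3221 at day 7. Free RNA from neutrophils is argued against, since that class held 0.305 S100a8 UMIs per Lcn2 UMI (0.273 to 0.341), where neutrophils held 13.7.

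In 139 cases a cell barcode was present in 2 libraries. Index hopping between libraries is argued against: 37.4% of these pairs had the same annotation, within the 25.2% to 40.3% of random pairs, and the median ratio of the smaller to the larger UMI total was 0.365 against 0.366 in random pairs.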
